A study of Mus musculus with 19 samples. Its data were reported in "PRMT1 is required for the generation of MHC-associated microglia and remyelination in the central nervous system" (2022).

How the data were processed

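The series measured H3K27ac by ChIP-seq in sorted mouse microglia, with input libraries beside most immunoprecipitated ones. KO CD11c-low cells had 1 input sample for 2 H3K27ac libraries. Reads were single-end and, per the labels and the paper, were mapped with Bowtie2, inspected with FastQC 0.11.9 and freed of duplicates with SAMtools 0.1.19, and peaks were called against input with HOMER, merged between the 2 groups of a comparison, counted and tested with DESeq2 through HOMER. The deposited signal per peak and replicate is a normalized tag count, which the authors scaled within each comparison to the mean size of its 4 libraries. The deposited log2 fold change (log2) and the deposited p-value, raw and adjusted, are the authors' own, and only peaks past an adjusted p of 0.05 and an absolute log2 fold change of 1 are listed. For that reason no test over all peaks could be made here, scaling over all peaks was not possible, and a count adjusted over the list alone cannot be computed for the fixed gene lists. The number of peaks tested was recovered from the ratio of adjusted to raw p. The paper names the human build hg19, but the coordinates are mouse. Of 14002 listed peaks with a transcript in GRCm38.p6, 99.3% lay within 100 bp of the stated distance from its start, so mm10 was used.

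Every listed value was, within a tolerance, a whole multiple of the value of 1 read in its library (100% of values), which gave relative depths and whole reads. The tolerance in reads was 0.006 divided by the value of 1 read, plus 0.003. The median number of reads per listed peak ran from 29 and 36 in WT basal to 150 and 137 in WT CD11c-low in the first comparison, was 68 and 61 in WT and 117 and 109 in KO CD11c-low in the fourth, and 73 and 86 in WT CD11c-high and 81 and 96 in KO in the fifth. Absolute library totals are not given in the sources used here, and counts carry counting error of PCR reads without molecular identifiers. A second workbook, whose name says ChIP, holds 6 tables with gene rows and transcript lengths and was taken as RNA. Its deposited BaseMean and log2 fold change were used as the authors' own, and its 19 per-library columns were not used. WT basal RNA came from 3 libraries, KO basal from 2, and each cuprizone group from 1. RNA percentiles refer to 10000 random lists of the same size drawn from genes matched in 20 bins of mean level. This replaced a permutation test planned before, because genes nearest to peaks differ in level from other genes.

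Comparisons, tests, 20 gene lists (422 genes) and the rule for named genes were fixed before the data were examined, except that the sizes and first lines of the paper's supplementary lists and its track figure had been seen. The rule names, per comparison and direction, up to 6 peaks with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean of at least 50 tags in the higher group and replicates that do not overlap, 1 per gene, then up to 3 members per gene list and direction by smallest adjusted p, and every peak nearest to the 8 track genes, Prmt1 and Cx3cr1. Some members are named in the text only as part of a count. Each peak was assigned, as in the deposited lists, to the gene with the nearest transcription start, which can differ from the gene it lies in. A gene counted as higher or lower in a list if at least 1 of its listed peaks went that way, so a gene with peaks in both directions counts under both. Lists were tested with Fisher's exact test, two-sided, for direction (100 tests, over genes with peaks in 1 direction only) and for over- or under-representation against the 4738 genes with a listed peak in any comparison (200 tests), with Benjamini-Hochberg adjustment. Promoter shares were tested with Fisher's exact test over 5 comparisons. Overlaps counted peaks that share at least 1 bp (bedtools 2.31.1), with the expected value from independent lists over the tested peaks. A set of 9 motif consensus strings were searched in the central 1000 bp of each peak and compared between higher and lower peaks within 5 strata of GC content (45 tests, adjusted together).

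Alternatives over the listed peaks were limma 3.58.1 on log2(value + 1), with a pseudocount of 5 in its place, a replicate block, edgeR 4.0.16 and DESeq2 1.42.0 with library totals or their own factors, a stricter adjusted p of 0.01, a stricter log2 fold change of 1.5, a mean of at least 50 tags, autosomes only, and leaving out each replicate in turn. On simulated reads with the real depths and 4886 peaks, limma recovered 99% of 4-fold and 100% of 8-fold changes and DESeq2 88% and 96%. With 271 peaks all 3 tools recovered 96.7% of 4-fold changes, and none called an unchanged peak. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, in R 4.3.3, and with samtools 1.23.1.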

Results

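Acetylation of histone H3 at lysine 27 (H3K27ac), a mark of active promoters and enhancers, was measured by ChIP-seq in microglia of mice that carried the arginine methyltransferase PRMT1 (WT) or had lost it from Cx3cr1-expressing cells (KO). The series held 19 samples, of which 10 were H3K27ac libraries and 9 were input. Values were used for 8 H3K27ac libraries in 4 groups of 2 replicates. WT basal mice ate a normal diet and were 11 weeks old. The other groups received 0.2% cuprizone (CPZ), a copper chelator that kills oligodendrocytes and strips myelin, for 5 weeks, after which microglia were sorted by CD11c, the integrin encoded by Itgax, into WT CD11c-low, WT CD11c-high and KO CD11c-low cells. KO basal H3K27ac was not analysed here. Depth, relative to the mean of the 8 libraries, was 56.2% and 85.1% in WT basal, 118% and 110.2% in WT CD11c-low, 101% and 117% in WT CD11c-high, and 100.1% and 113% in KO CD11c-low. Only peaks that the authors called at an adjusted p under 0.05 and a log2 fold change beyond 1 were listed, and all log2 fold changes and adjusted p values of peaks are the authors' own, from DESeq2 run through HOMER. Levels are normalized tag counts, given as mean ± SD with n = 2 per group throughout, and positions are in mouse build mm10 (GRCm38). In all 14035 listed peaks both libraries of one group lay above both of the other, which follows from how the peaks were chosen, and an exact two-sided permutation of 2 against 2 libraries cannot give a p below 0.333.

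For the knockout itself, no peak nearest to Prmt1 was listed in any of the 5 comparisons. In the authors' deposited table of RNA, Prmt1 changed by log2 -0.32 in KO against WT basal microglia (adjusted p 1), by -0.54 in KO against WT CD11c-low cells and by -0.29 in KO CD11c-low against WT CD11c-high cells. These RNA values by themselves do not establish a loss of the transcript, and KO and WT follow the labels. No peak nearest to Cx3cr1, the locus of the Cre driver, was listed either.

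**Figure D1:**
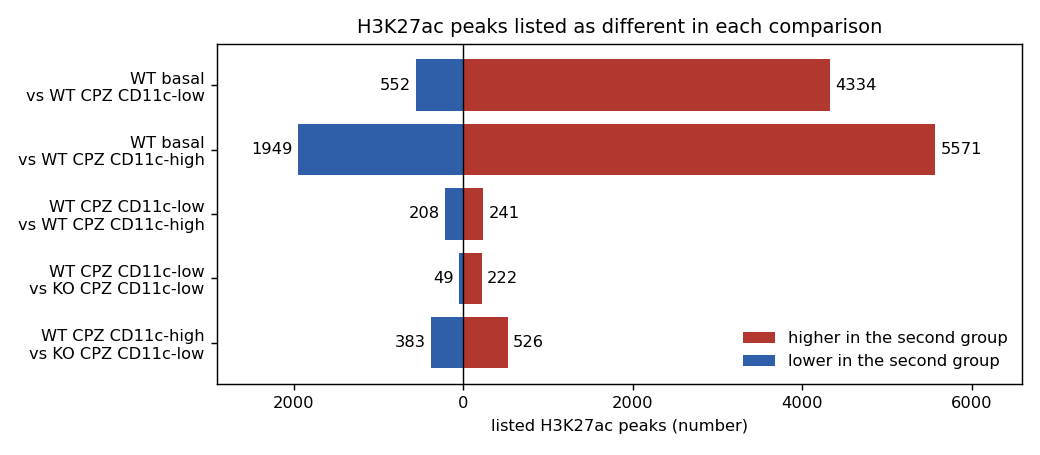
Number of listed H3K27ac peaks (horizontal axis, peaks) in each of the 5 comparisons, with peaks higher in the second group drawn to the right and lower peaks to the left. The diet comparisons held 4886 and 7520 peaks, against 449 between the WT CD11c gates and 271 between genotypes at the CD11c-low gate.

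The first comparison asked which regulatory regions changed in WT CD11c-low microglia after cuprizone. Of 29640 peaks tested, 4334 were higher and 552 lower than in WT basal microglia, so that 88.7% of listed peaks were higher. With TMM factors computed on the listed peaks alone, 793 were higher and 552 lower, and log2 fold changes moved by a median of -1.54. Such factors centre a list that was chosen for change, so the splits they give here and below follow from their construction and do not decide which direction holds more peaks. Of the genes of lipid and cholesterol handling, 21 had only higher peaks and 0 only lower peaks. Apoe, the main lipoprotein of the brain, had a peak over an intron (chromosome 7, 19692044 to 19702732) at 381 ± 13.5 in WT basal and 1957 ± 86.2 in CD11c-low cells (log2 fold change 2.36, adjusted p 5.6e-33). The lipase gene Lpl (chromosome 8, 68879689 to 68884006, intron) went from 55.3 ± 7.71 to 505 ± 38.6 (log2 fold change 3.21, adjusted p 1.8e-29). Disease-associated microglia genes had 22 members higher and 0 lower. Among them Ch25h, whose product makes 25-hydroxycholesterol, had a peak over its 3' UTR (chromosome 19, 34472046 to 34476247) at 33.2 ± 5.15 and 589 ± 34.7, a log2 fold change of 4.13 (adjusted p 4.8e-41). The growth factor gene Igf1 rose from 42.5 ± 4.33 to 716 ± 58.7 at an intronic peak (chromosome 10, 87856643 to 87862558, log2 fold change 4.06, adjusted p 1.4e-45). Axl, a receptor for phosphatidylserine on dying cells, rose from 173 ± 15.1 to 1338 ± 175 (chromosome 7, 25780036 to 25789345, intron, log2 fold change 2.95, adjusted p 3.5e-39). In the authors' deposited table the RNA of these genes rose too, by log2 3.13 for Lpl, 5.21 for Ch25h, 4.80 for Igf1 and 3.01 for Axl, and by 0.35 for Apoe.

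Interferon-stimulated genes had 24 members higher and 0 lower in the same comparison. The DNA-sensing family gene Ifi207 had a promoter peak (chromosome 1, 173740305 to 173743508) at 50.2 ± 17.3 in WT basal and 421 ± 46.5 in CD11c-low cells (log2 fold change 3.10, adjusted p 2.3e-23). The promoter peak of the antiviral gene Oasl1 (chromosome 5, 114921638 to 114923877) went from 51.8 ± 5.76 to 293 ± 12.9 (log2 fold change 2.51, adjusted p 6.4e-16). NF-kB targets, cytokines and chemokines had 19 members higher and 0 lower, including Ikbke, which encodes a kinase of the NF-kB and interferon pathways (chromosome 1, 131275783 to 131278306, intron, 10.6 ± 1.23 to 214 ± 41.7, log2 fold change 4.35, adjusted p 6.1e-19). The authors' deposited table gave RNA changes of log2 2.29 for Ifi207, 3.87 for Oasl1 and 3.78 for Ikbke. Cell-cycle genes had 6 members higher and 0 lower, including Mki67, the gene of the Ki-67 marker (chromosome 7, 135715108 to 135716587, intron, 12.8 ± 1.83 to 143.5 ± 11.1, log2 fold change 3.47, adjusted p 5.8e-13). MHC class II genes had 3 members higher and 0 lower. The weakest of these was Ciita, the class II transactivator (chromosome 16, 10475482 to 10476745, intergenic, 35.2 ± 3.71 to 89.8 ± 12.7, log2 fold change 1.36, adjusted p 0.0033). Itgax itself had a promoter peak (chromosome 7, 128127333 to 128130827) that went from 179.6 ± 31.7 to 664 ± 18 although these cells were sorted as CD11c-low (log2 fold change 1.90, adjusted p 4.1e-15).

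Homeostatic microglia genes went both ways, with 3 members higher (Mef2c, Selplg and Smad3) and 3 lower (Golm1, Gpr34 and Sall1). Sall1, a transcription factor that maintains microglial identity, fell from 30.5 ± 7.92 to 7.77 ± 3.22 at an intergenic peak (chromosome 8, 89058815 to 89059891, log2 fold change -1.97, adjusted p 0.015). Among the largest losses was a 5' UTR peak of the orphan receptor gene Gpr165 (chromosome X, 96712056 to 96715680), at 217.5 ± 40.8 in WT basal and 37.7 ± 18.9 in CD11c-low cells (log2 fold change -2.53, adjusted p 2.0e-11). The authors' deposited table gave its RNA a log2 change of -3.70. The other lists, as genes higher and lower, gave 1 and 0 for MHC class I, 6 and 0 for track genes, 8 and 0 for phagolysosome and 11 and 1 for glycolysis and hypoxia. They gave 12 and 1 for early response, 3 and 0 for histone acetylation enzymes and readers, and 0 and 0 for arginine methyltransferases, with Rhob of the early response list in both directions. Lists of other cell types gave 3 and 1 for monocytes and border macrophages, 4 and 0 for lymphocytes, 3 and 1 for oligodendrocytes, 1 and 0 for astrocytes, 0 and 1 for neurons, and 2 and 2 for endothelium, with Pecam1 in both directions. By Fisher's exact test over 4738 genes with a listed peak, with 200 tests adjusted together, 3 lists were over-represented among higher genes. These were lipid handling (odds ratio 5.79, adjusted p 0.035), disease-associated genes (4.55, adjusted p 0.043) and interferon-stimulated genes (3.97, adjusted p 0.043). The interferon call was not made under any of 3 alternatives, with adjusted p values of 0.0908 for peaks within 10 kb of a start, 0.109 for peaks with an adjusted p under 0.01 and 0.324 with each peak counted by itself. The lipid call was not made within 10 kb (adjusted p 0.397), nor the disease-associated call with each peak counted by itself (adjusted p 0.0553). In the authors' deposited table the RNA medians of interferon-stimulated, disease-associated and proliferation genes were log2 1.63, 1.55 and 2.46, each above all 10000 random matched lists. Not every list with mostly higher peaks did so in the authors' deposited table, where histone acetylation genes had a median of -0.14 (percentile 59.7) and early response genes one of -0.33 (percentile 41.5). Markers of other cells rose in the same RNA comparison of the authors' deposited table, with medians of log2 2.62 for endothelial, 1.59 for astrocyte and 1.07 for oligodendrocyte genes. RNA in the cuprizone groups came from 1 library per group, so no replicate check was possible.

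The second comparison asked the same of WT CD11c-high microglia, the cells with high surface CD11c. Of 30377 peaks tested, 5571 were higher and 1949 lower than in WT basal cells (74.1% higher). With TMM factors over the listed peaks the split was 1690 to 1949, with a median shift of -1.48 on the log2 scale. The intronic Igf1 peak (chromosome 10, 87856468 to 87863102) stood at 42.1 ± 3.08 in WT basal and 1271 ± 40.8 in CD11c-high cells (log2 fold change 4.91, adjusted p 2.3e-75). The beta-glucan receptor gene Clec7a (chromosome 6, 129468224 to 129476338, intron) went from 107.6 ± 6.01 to 1128 ± 16.2 (log2 fold change 3.40, adjusted p 4.6e-51). Class II genes had 4 members higher and 0 lower. H2-Aa, the alpha chain of I-A, had an intronic peak 559 bp from its start (chromosome 17, 34286579 to 34287950) at 16.2 ± 1.99 and 143.5 ± 8.25 (log2 fold change 3.17, adjusted p 1.6e-12). H2-Eb1, the beta chain of I-E, rose from 5.83 ± 0.792 to 59.2 ± 3.28 (chromosome 17, 34305837 to 34306462, intron, log2 fold change 3.37, adjusted p 2.3e-06). H2-Ab1 reached a log2 fold change of 2.61 (chromosome 17, 34262904 to 34264137, intron, adjusted p 6.0e-11) and Ciita one of 2.33 (chromosome 16, 10475432 to 10476870, intergenic, adjusted p 3.4e-10). Csf1, a microglial survival factor, gained 7 peaks, among them a distal one (chromosome 3, 107727568 to 107730373, intergenic) that went from 26.7 ± 8.43 to 389 ± 28.7 (log2 fold change 3.82, adjusted p 9.6e-30). Losses included Adgrg1, a microglial adhesion receptor gene (chromosome 8, 94966127 to 94968481, intergenic, 117 ± 24.8 to 23.1 ± 0.0283, log2 fold change -2.33, adjusted p 2.5e-08). The circadian factor gene Hlf almost lost its peak (chromosome 11, 90358176 to 90359861, intron, 57.3 ± 18.4 to 1.6 ± 1, log2 fold change -5.11, adjusted p 6.1e-08).

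More homeostatic genes had lower than higher peaks in CD11c-high cells, with 3 members higher and 9 lower (Adgrg1, Cst3, Golm1, Gpr34, P2ry12, Sall1, Sall3, Siglech and Slc2a5), against 26 and 0 for disease-associated and 23 and 0 for lipid genes. Each of these 3 lists differed from other genes in direction by Fisher's exact test over 100 adjusted tests, with an odds ratio of 0.121 for homeostatic genes (adjusted p 0.033) and adjusted p values of 0.033 and 0.045 for disease-associated and lipid genes, which had no member lower. None of the 3 passed with peaks within 10 kb of a start or with peaks at an adjusted p under 0.01, where the homeostatic odds ratio was 0.0956 and 0.0914 (adjusted p 0.62 and 0.0786). Against all genes with a listed peak, disease-associated and lipid genes were over-represented among higher genes (odds ratios infinite and 11.6, adjusted p 0.0021 and 0.036) and under-represented among lower ones (odds ratio 0 for both, adjusted p 0.016 and 0.022). Homeostatic genes were under-represented among higher ones (odds ratio 0.115, adjusted p 0.0058). None of these 5 passed within 10 kb of a start. Interferon-stimulated genes had 26 members with higher and 2 with lower peaks, Zbp1 being among both, and NF-kB targets 22 and 2, where the lower pair was Il6 and Nfkbia. Peaks at promoters made up 5.40% of higher and 3.85% of lower peaks (Fisher's exact odds ratio 1.43, adjusted p 0.033), and in the other 4 comparisons the difference did not pass an adjusted p of 0.05. In the authors' deposited table, RNA of CD11c-high against WT basal cells rose by log2 4.89 for Itgax, 4.14 for Clec7a, 1.28 for H2-Aa, 1.79 for Ciita and 2.53 for Csf1, and fell by 3.74 for Hlf and by 2.43 for the fructose transporter gene Slc2a5. Among other homeostatic genes with lower peaks the authors' deposited table gave -0.86 for Adgrg1, -0.03 for Golm1, 0.02 for Gpr34 and 0.75 for Cst3, and a median of 0.07 over all 26 homeostatic genes with RNA values (percentile 58.3). Markers of other cells moved in the same comparison of the authors' deposited table, with medians of log2 -1.79 for monocyte genes (below all random lists) and 0.81 for endothelial genes (percentile 98.5), and early response and dissociation genes had one of 0.44 (percentile 99.8). Gains were largely common to both gates. Of the 4334 higher peaks of CD11c-low cells, 3558 (82.1%) overlapped a higher peak of CD11c-high cells, where 815 would be expected of independent lists, and 0 overlapped a lower one. Of the 552 lower peaks, 487 (88.2%) overlapped a lower peak of CD11c-high cells, against 36.3 expected. Seen from CD11c-high cells the shares were smaller. There 3467 of the 5571 gains (62.2%) but only 487 of the 1949 losses (25%) overlapped one of CD11c-low cells. Both comparisons use the same WT basal libraries, and part of the excess may come from them. In 5 simulations without any effect 0 peaks were called and 0 shared, so they give no value for the overlap that shared libraries create.

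The third comparison asked what sets CD11c-high apart from CD11c-low microglia within cuprizone-fed WT mice. Of 23471 peaks tested, 241 were higher and 208 lower in CD11c-high cells. The split was 140 to 208 with TMM factors and 16 to 208 with DESeq2 size factors over the listed peaks, at median shifts of -0.23 and -0.81. Of the class II genes 2 had higher and 0 had lower peaks, which did not pass Fisher's exact test for over-representation (odds ratio 22.3, adjusted p 0.13). H2-Aa stood at 83 ± 14.2 in CD11c-low and 178 ± 10.2 in CD11c-high cells at the peak near its start (chromosome 17, 34286579 to 34287950, intron, log2 fold change 1.10, adjusted p 0.00023). H2-Eb1 stood at 27.3 ± 4.27 and 73.5 ± 4.07 (chromosome 17, 34305837 to 34306462, intron, log2 fold change 1.43, adjusted p 0.0043). Disease-associated members were higher at Igf1 (chromosome 10, 87829440 to 87832266, intergenic, log2 fold change 1.11, adjusted p 3.6e-11), at Lgals3, the gene of galectin-3 (chromosome 14, 47373653 to 47375516, intron, log2 fold change 1.01, adjusted p 5.8e-07), and at Mamdc2, with 0 lower. The NF-kB inhibitor gene Tnfaip3 gained an intergenic peak (chromosome 10, 18995075 to 18996856) that went from 69.2 ± 9.25 to 179 ± 1.61 (log2 fold change 1.37, adjusted p 3.7e-06). Homeostatic genes had 0 members higher and 5 lower (Cst3, P2ry12, Selplg, Slc2a5 and Tmem119), an over-representation among lower genes with an odds ratio of 12.2 (Fisher's exact test, adjusted p 0.0081). The widest of these was the region at Tmem119, a microglia-restricted surface protein (chromosome 5, 113780895 to 113800750, intergenic), at 5181 ± 39.7 in CD11c-low and 2401 ± 83.3 in CD11c-high cells (log2 fold change -1.11, adjusted p 2.2e-60). Slc2a5 fell from 352 ± 19 to 167.5 ± 6.03 (chromosome 4, 150119597 to 150121425, intron, log2 fold change -1.07, adjusted p 1.0e-07). Irf1, a transcription factor of the interferon-gamma response, had a lower peak 15677 bp from its start (chromosome 11, 53785470 to 53786830, exon of a non-coding transcript), at 187 ± 8.66 and 87 ± 0.205 (log2 fold change -1.10, adjusted p 0.0001). The Hlf gene fell again, from 126 ± 12.7 to 21.7 ± 5.74 (chromosome 11, 90368384 to 90370450, intron, log2 fold change -2.53, adjusted p 5.3e-10). In the authors' deposited table, RNA moved by log2 1.18 for H2-Aa, 0.82 for H2-Eb1, 1.15 for Igf1, -1.45 for Slc2a5, -0.22 for Tmem119 and 0.08 for Irf1. The RNA median of homeostatic genes in the authors' deposited table was log2 0.58 over 26 genes, of which 5 had a lower peak, where random matched lists had a median of 0.41 (percentile 98.7). Early response and dissociation genes had one of 0.64 in the authors' deposited table (percentile 99.8). In the same comparison markers of other cells were lower than in all random lists in the authors' deposited table, with medians of log2 -1.78 for endothelial, -1.39 for monocyte, -1.26 for oligodendrocyte and -1.18 for astrocyte genes. For Cst3 the peak near the gene (chromosome 2, 148884566 to 148886108, intergenic) fell by 1.29 on the log2 scale while RNA in the authors' deposited table rose by 1.21.

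**Figure D2:**
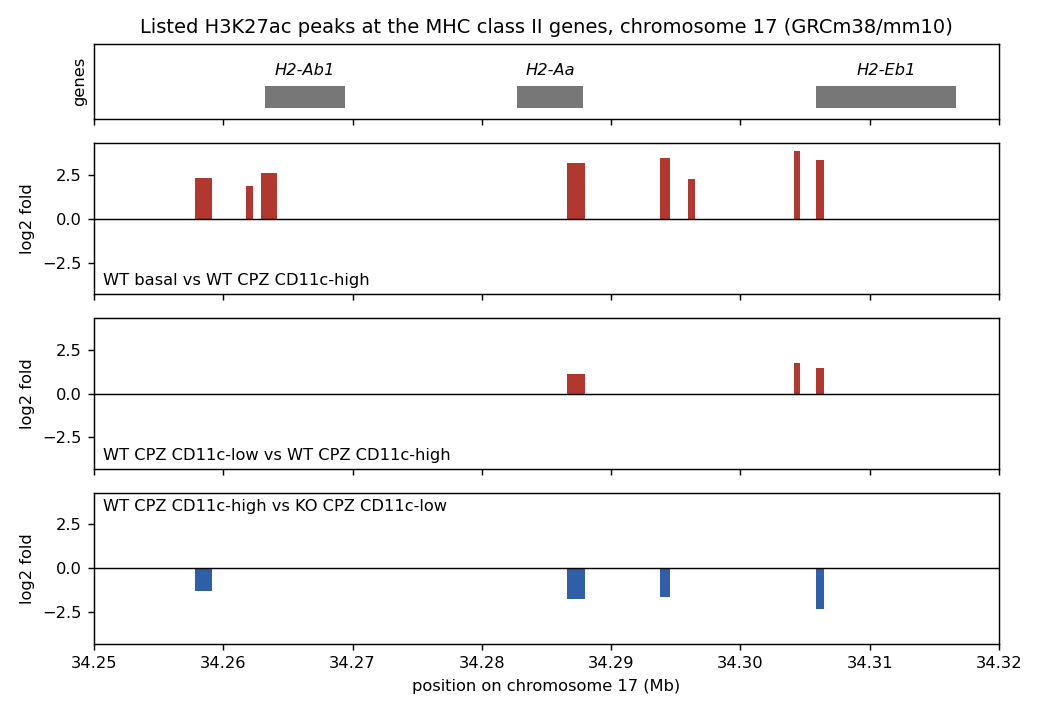
Listed H3K27ac peaks across the class II genes H2-Ab1, H2-Aa and H2-Eb1 on chromosome 17 (horizontal axis, position in Mb, mm10), with the authors' log2 fold change on the vertical axis. All 8 listed peaks were higher in WT CD11c-high than in WT basal cells, all 3 were higher in CD11c-high than in CD11c-low WT cells, and all 4 were lower in KO CD11c-low than in WT CD11c-high cells.

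The fourth comparison set the genotypes against each other at one gate, KO against WT CD11c-low microglia after cuprizone. The study reported a smaller share of CD11c-positive microglia in KO than in control mice on this diet. The gate may therefore have taken different parts of the population in each genotype. By the labels, KO mice alone carried the Cre driver. Neither was tested apart from the loss of PRMT1. Of 25609 peaks tested, 222 were higher and 49 lower in KO cells (81.9% higher). Factors computed on the listed peaks, which centre them by construction, gave 19 to 49 with TMM and 13 to 49 with DESeq2 size factors, with log2 fold changes moved by a median of -1.30 and -1.31. Over the listed peaks KO replicates differed more than WT CD11c-low replicates, by a median absolute log2 ratio of 0.349 against 0.229. Dispersion was 0.0796 in KO, 0.0333 in WT basal and 0.00469 in WT CD11c-low cells. The KO dispersion came from other called peaks than the WT ones, so it is not directly comparable with them. Of the named peaks, the smallest adjusted p belonged to an intronic peak of Zfp618, a zinc finger gene (chromosome 4, 63048160 to 63051435), at 24.1 ± 2.99 in WT and 211 ± 13.1 in KO cells (log2 fold change 3.13, adjusted p 1.4e-16). Gdpd5, a glycerophosphodiester phosphodiesterase gene, rose from 7.31 ± 2.39 to 88.25 ± 4.82 (chromosome 7, 99389799 to 99391467, intron, log2 fold change 3.60, adjusted p 6.8e-08). Tfec, a macrophage-restricted MiT/TFE transcription factor, had a peak 1177 bp from its start that went from 41.1 ± 1.53 to 149 ± 16.5 (chromosome 6, 16895934 to 16898594, intron, log2 fold change 1.86, adjusted p 7.1e-06). The scavenger receptor gene Msr1 rose from 22.7 ± 2.38 to 71.7 ± 31.1 (chromosome 8, 39641568 to 39642430, intron, log2 fold change 1.65, adjusted p 0.034). The histone deacetylase gene Hdac4 went from 64.7 ± 5.23 to 175.6 ± 29.1 (chromosome 1, 92215146 to 92217152, intergenic, log2 fold change 1.44, adjusted p 0.00026). Igf1 was higher at an intergenic peak (chromosome 10, 87840932 to 87843486, 200.5 ± 6.51 to 425 ± 130.3, log2 fold change 1.08, adjusted p 0.00026). At the axon-guidance gene Nav2 (chromosome 7, 49251066 to 49253140, intron) 1 KO library carried most of the signal, with 121.9 ± 104.9 in KO against 12.6 ± 1.94 in WT cells.

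Losses at the same gate included a distal peak of Csf1 (chromosome 3, 107727843 to 107729798, intergenic, 31649 bp from its start), which fell from 210.4 ± 1.93 in WT to 98.2 ± 1.76 in KO cells (log2 fold change -1.10, adjusted p 0.0018). Tgfbr2, a receptor for the TGF-beta signal that keeps microglia homeostatic, fell too (chromosome 9, 116058159 to 116059340, 116614 bp from its start in an intron of a neighbouring gene, 160.5 ± 16.3 to 68.6 ± 16, log2 fold change -1.22, adjusted p 0.0057). No class II, class I, interferon-stimulated, NF-kB, proliferation or early response gene had a listed peak at this gate. The monocyte, lymphocyte, astrocyte, neuron and endothelial lists and the arginine methyltransferases had 0 as well, and of the other lists the oligodendrocyte gene Cspg4 and the glycolysis gene Pgam1 had higher peaks. No list passed Fisher's exact test in this comparison. The authors' deposited table gave RNA changes of log2 4.44 for Zfp618, 4.75 for Tfec, 1.26 for Gdpd5 and 1.18 for Msr1, and of 0.50 for Tgfbr2, opposite to its peak. The median RNA change at genes nearest to higher peaks was log2 0.35 in the authors' deposited table, above all 10000 random lists. At genes nearest to lower peaks it was -0.33 (percentile 0.01) in the authors' deposited table, and -0.07 (percentile 1.38) over genes with a mean value of at least 50. Class II genes had a median RNA change of log2 -1.16 at this gate in the authors' deposited table, interferon-stimulated genes one of -0.63, and the individual values were -1.89 for H2-Aa, -2.19 for H2-Eb1 and -1.52 for Ciita. In that comparison the authors' deposited table also showed markers of other cells lower in the KO library, with medians of log2 -2.82 for endothelial, -1.66 for oligodendrocyte and -1.23 for monocyte genes, and the endothelial median was 2.62 in WT CD11c-low against WT basal cells.

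**Figure D3:**
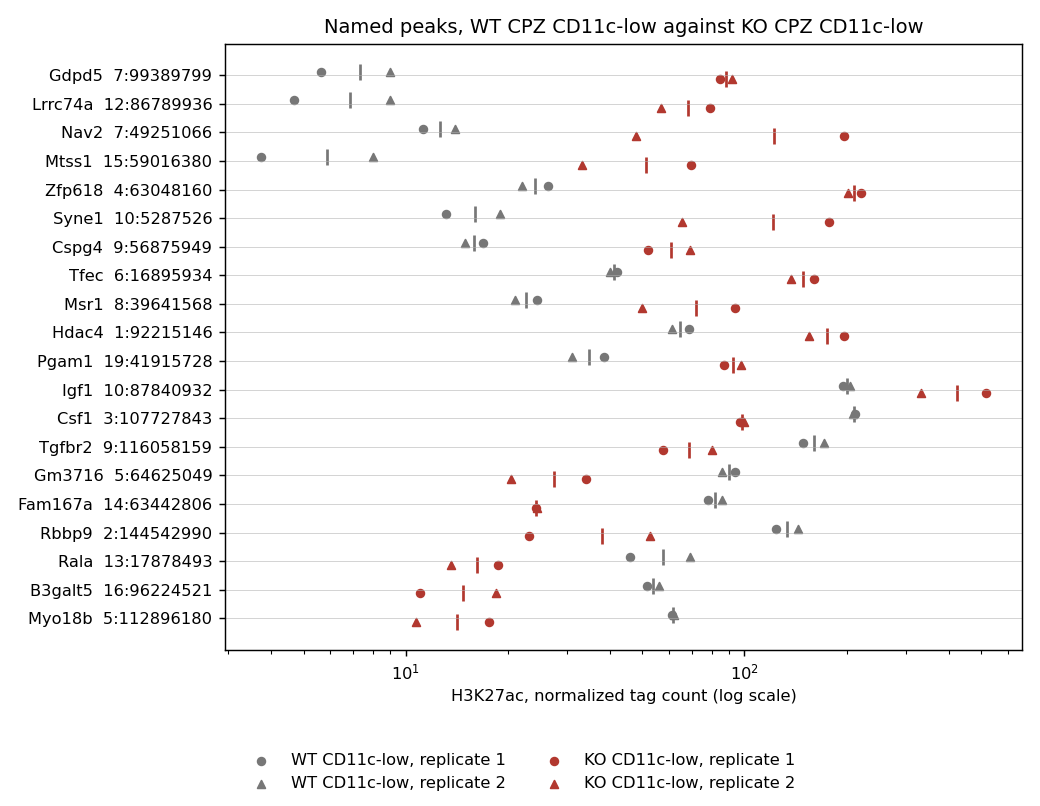
Normalized tag counts (horizontal log axis) per replicate at the 20 named peaks that differed between WT and KO CD11c-low microglia, with circles for replicate 1, triangles for replicate 2 and ticks for group means. KO replicates lay far apart at Nav2 and Syne1 (121.4 ± 79.2) and close together at Zfp618 (211 ± 13.1).

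The fifth comparison set KO CD11c-low against WT CD11c-high microglia, and so asked which part of the CD11c-high programme KO cells lacked. Genotype and gate differ together in it. Of 26568 peaks tested, 526 were higher and 383 lower in KO cells. The split was 285 to 383 with TMM factors and 62 to 383 with DESeq2 size factors over the listed peaks, at median shifts of -0.42 and -0.94. Class II genes were lower in 4 of 4 members with a listed peak (Ciita, H2-Aa, H2-Ab1 and H2-Eb1), the only list apart from the study's track genes to be over-represented among lower genes in this comparison (Fisher's exact test, adjusted p 0.0021, odds ratio infinite). Of these, H2-Aa, H2-Ab1 and H2-Eb1 are also track genes, chosen by the study on the same samples. They lie close together on chromosome 17, and the test counts them as independent genes. H2-Eb1 fell from 71.04 ± 3.93 in WT CD11c-high to 14.5 ± 8.4 in KO CD11c-low cells (chromosome 17, 34305837 to 34306462, intron, log2 fold change -2.31, adjusted p 0.00046). H2-Aa fell from 172 ± 9.9 to 50.6 ± 1.51 (chromosome 17, 34286579 to 34287950, intron, log2 fold change -1.77, adjusted p 6.5e-07). The peak at -4789 bp from the start of H2-Ab1 fell from 131 ± 4.77 to 54.5 ± 1.01 (chromosome 17, 34257776 to 34259101, intergenic, log2 fold change -1.27, adjusted p 0.0023). Csf1 lost the same distal region (chromosome 3, 107727568 to 107730373, intergenic), from 467 ± 34.5 to 120.9 ± 8.14 (log2 fold change -1.95, adjusted p 3.3e-19). Itgax fell at an intronic peak (chromosome 7, 128136687 to 128139225, 222.8 ± 3.18 to 95.2 ± 26.8, log2 fold change -1.23, adjusted p 0.0002). Ikbke fell from 540.1 ± 64.3 to 242 ± 11.6 (chromosome 1, 131275710 to 131279796, intron, log2 fold change -1.16, adjusted p 8.0e-09). Gadd45b, a stress-response gene, fell from 120.6 ± 7.43 to 57.4 ± 5.05 (chromosome 10, 80963630 to 80964620, 34034 bp from its start in an intron of a neighbouring gene, log2 fold change -1.07, adjusted p 0.018). Other disease-associated losses were at Lgals3 (chromosome 14, 47394999 to 47396487, 21883 bp from its start in an intron of a neighbouring gene, log2 fold change -1.50, adjusted p 3.6e-07) and the lysosomal protease gene Ctsl (chromosome 13, 64396741 to 64399351, intergenic, log2 fold change -1.23, adjusted p 2.0e-07), 6 members lower and 0 higher in all.

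Irf1 went the other way in this comparison. Its peak (chromosome 11, 53785487 to 53787277, 15909 bp from its start in an intron of a non-coding transcript) stood at 100.5 ± 1.17 in WT CD11c-high and 262 ± 1.17 in KO CD11c-low cells (log2 fold change 1.38, adjusted p 5.6e-07), and this region was the one that was lower in CD11c-high than in CD11c-low WT cells. Of the study's 8 track genes 7 were lower and 1, Irf1, was higher (odds ratio among lower genes 94.6, adjusted p 1.2e-05), but the study chose these genes on the same samples and they are not independent evidence. Interferon-stimulated genes had 2 members higher (Irf1 and Zbp1) and 0 lower. NF-kB targets had 1 higher (Ccl2) and 4 lower (Gadd45b, Ikbke, Il1rn and Tnfaip3). Higher peaks included Ccnk, the gene of cyclin K (chromosome 12, 108193163 to 108196369, intron, 11.8 ± 1.59 to 162 ± 2.43, log2 fold change 3.77, adjusted p 3.6e-16). The ADP receptor gene P2ry13 was higher (chromosome 3, 59215105 to 59216004, at -4672 bp from its start and the transcription end of a neighbouring gene, 18.9 ± 1.93 to 69.9 ± 3.17, log2 fold change 1.89, adjusted p 0.002), and so were Gdpd5, Tfec and Hdac4, as at the same gate. The largest fold change among the named peaks, at Rab3gap1 (chromosome 1, 127976055 to 127978890, 108699 bp from its start in an intron of a neighbouring gene), had most of its signal in 1 KO library, at 188.4 beside 15.24 in the other, with 101.8 ± 122.4 in KO against 2.45 ± 0.453 in WT cells. In the authors' deposited table RNA changed by log2 -3.07 for H2-Aa, -3.01 for H2-Eb1, -2.97 for Ciita, -2.40 for Itgax, -2.13 for Ikbke, -1.07 for Csf1, -0.62 for Irf1 and 4.38 for Tfec. List medians in the authors' deposited table were log2 -1.99 for class II, -0.94 for interferon-stimulated and -0.87 for disease-associated genes, each below all 10000 random lists, and 0.75 for proliferation genes, above all of them. The authors' deposited table also gave early response genes a median of log2 -0.70, below all random lists, and monocyte and border macrophage markers one of 0.98 (percentile 99.98).

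**Figure D4:**
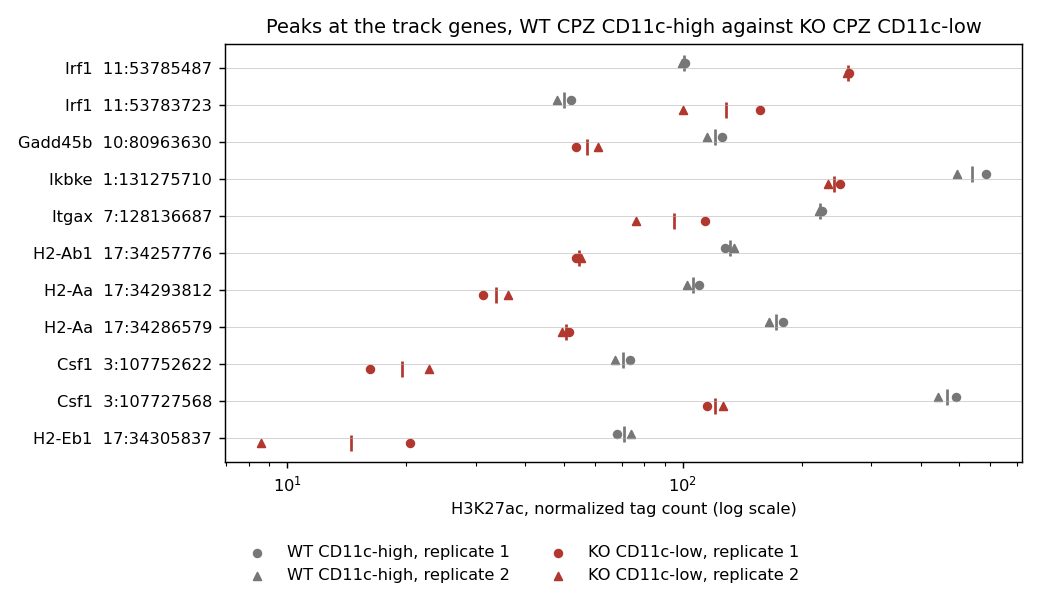
Normalized tag counts (horizontal log axis) per replicate at the 11 listed peaks of the study's track genes in WT CD11c-high (grey) and KO CD11c-low (red) microglia, with ticks for group means. Peaks of Ikbke, Gadd45b, Csf1, Itgax and the class II genes lay lower in KO cells, and the Irf1 peaks lay higher.

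Overlaps between comparisons showed how far these differences follow the gate. Of the 383 peaks lower in KO CD11c-low than in WT CD11c-high cells, 116 (30.3%) overlapped a peak higher in CD11c-high than in CD11c-low WT cells, where 3.93 would be expected, and 341 (89%) overlapped a peak gained by CD11c-high cells on cuprizone, against 80.3 expected. A share of 42.6% (163 peaks) overlapped a peak gained by CD11c-low cells, with 62.5 expected, and these comparisons have no library in common. At the same gate, 27 of the 49 peaks lower in KO cells were among the 383, against 0.733 expected, as were 116 of the 222 higher peaks among the 526 higher ones, against 4.56 expected. Of the 49, 9 overlapped a peak lower and 4 a peak higher in CD11c-high than in CD11c-low WT cells (0.434 and 0.503 expected). Of the 222, 13 overlapped a peak higher and 1 a peak lower in CD11c-high than in CD11c-low WT cells (2.28 and 1.97 expected). Differences at the same gate that met a gate list thus ran mostly in the direction of CD11c-high cells. All of these pairs except the CD11c-low gain share a group, and part of their excess may come from the shared libraries. At identical coordinates the log2 ratio of KO CD11c-low to WT CD11c-low was -0.65 at H2-Aa and -0.82 at H2-Eb1, without a listed difference, beside -1.09 and -1.39 for WT CD11c-low to WT CD11c-high, and at Tnfaip3 it was 0.26 beside -1.35. At H2-Eb1 the KO libraries stood at 19.0 and 7.96, and the WT CD11c-low libraries at 27.2 and 21.8. All 3 peaks were listed for low KO values against WT CD11c-high cells, so these ratios may reflect that choice and show no genotype effect by themselves.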

Values the study reported

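By flow cytometry the study reported that 35.3% of microglia from cuprizone-fed control mice were positive for MHC class II and 37.7% for CD11c, against 5.64% and 9.15% in cuprizone-fed mice without microglial PRMT1.

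The study also reported that microglia of these knockout mice had lost PRMT1, with less of the histone mark that the enzyme places.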

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

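Of the tests in this part, those at peaks also lower at the same gate, those on scaling, uniform gain and chromosome segments, and those on RNA in the first and the second pattern were chosen after the result was seen. Some results were picked out because the effect of cuprizone differed between the CD11c gates. Both gates were set against the same basal group, so this difference is the difference between the gates itself. Of the 241 peaks higher in CD11c-high than in CD11c-low WT cells, 233 overlapped a peak gained by CD11c-high cells on cuprizone (57.2 expected). Of the 208 lower ones, 171 overlapped a peak that CD11c-high cells lost (17.3 expected). A further 5 peaks were gained by CD11c-low cells and lower in CD11c-high than in CD11c-low cells (38.4 expected). The lists of each pair share a group, so these overlaps may follow in part from the shared libraries. In RNA of KO against WT basal microglia, which the report also uses for Prmt1 and for list medians, 19 genes were listed higher and 2 lower in KO than in WT in the authors' deposited table, among them Tnfaip2 (log2 1.23, adjusted p 1.6e-07) and Igf1 (1.37, adjusted p 0.00091) higher and Cep83os (-2.51, adjusted p 0.00054) lower.

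The first pattern weighed is the 383 peaks lower in KO CD11c-low than in WT CD11c-high cells, where genotype and gate differ together. At 5 of these peaks KO was also lower at the same gate, with a Bonferroni p under 0.05 (authors' DESeq2) over the 25609 peaks tested there. A difference in gate label alone is therefore argued against at these 5 peaks. The gate may have taken different parts of the population in each genotype, so CD11c level or cell composition within it stays open there. Lower enrichment of the KO libraries as the source of all 383 is argued against by RNA, with a median of log2 -0.60 at the nearest genes in the authors' deposited table (lowest of 10000 random lists -0.17). That RNA came from 1 library per group, and random lists give a spread over genes, not over libraries. The part of lower enrichment stays open, because scaling over all peaks was not possible. At the same gate 81.9% of listed peaks were higher in KO with the authors' scaling. The 27.9% found with TMM factors follows from centring a list of called peaks, so it decides nothing. At 27 peaks, the 5 above among them, KO was listed as lower at the same gate as well, for the others at the authors' adjusted p of 0.05 alone. The bound set for them was more than 2 times the 31.2 errors allowed at 5% among the 623 or more peaks past the adjusted p there. A list of 49 lower peaks could not reach it, and such errors fall among peaks of both directions, so it decides nothing. For peaks without a listed difference at the same gate, the gate and the genotype cannot be told apart. Over 94 peaks at the same coordinates the median log2 ratio of KO to WT CD11c-low was -0.467, with 86.2% of them lower. A bound on that median had been written as decisive before, but the 94 peaks were picked for low KO values. Only 47.7% of the 241 peaks higher in CD11c-high than in CD11c-low WT cells entered the list, so the median may reflect that choice.

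The second pattern is the majority of higher peaks (222 against 49) in KO at the same gate. One KO library alone stays open, because the list was chosen on both libraries, which all but fixes that KO replicate 2 reached 1.5 times the WT mean in 100% of the higher peaks (2 times in 78.8%), a bound written as decisive before, and that at least 170 higher peaks were called without any 1 library, while replicate 1 lay over 2 times above replicate 2 in 26 higher peaks against 1 the other way. A chromosome segment carried with the Cx3cr1 driver allele is argued against as the source of most of the 271 peaks, with 0.738% of them within 10 Mb of Cx3cr1. Of 12406 diet peaks, where a region in both diet lists counts in each, the share was 0.798% (Fisher's exact odds ratio 0.924). The labels give both genotypes the floxed Prmt1, so a segment carried with it is shared by design and its part of the test decides nothing. Near either gene the shares were 1.48% and 1.30% (Fisher's exact odds ratio 1.14, p 0.782). A uniform gain in the KO libraries as the source of all higher peaks is argued against by RNA at the nearest genes in the authors' deposited table (median log2 0.35, highest of 10000 random lists 0.17). That RNA came from 1 library per group, so its spread between libraries is unknown. As the source of the majority a uniform gain stays open. Multiplying KO values by 0.8 left 60.4% of the higher peaks past the threshold. In a list of called peaks alone higher ones can only drop out and lower ones cannot be added, so this decides nothing. A loss of PRMT1 acting on these peaks is the biological explanation the design names, and it could hold beside such a gain.

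The third pattern is the excess of gains after cuprizone in WT cells. Lower depth or enrichment of the WT basal libraries (56.2% and 85.1% of the mean depth) as the source of all gains is argued against by RNA, which rose at genes nearest to higher peaks more than in any of 10000 random lists in both diet comparisons (lower percentile 100). RNA of each cuprizone group came from 1 library, so its spread between libraries is unknown. How much of the excess comes from lower depth or enrichment stays open, because peaks that were not called are absent from the lists. The diet is the biological explanation the design names. The labels give basal cells no CD11c gate, so diet and gating were not tested apart.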

How the results depend on the processing

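Multiplying the second group by 0.8 was chosen after the data were seen, and the other settings before. Over 230 comparisons of a result with an alternative, 193 stayed within 1.5 times the count or on the same side of the threshold, 36 moved and 1 weakened. All 273 named peaks kept their direction and side in limma and in edgeR with library totals, and 31 of them passed 0.05 but not 0.01. These tools re-tested only called peaks on the same values, so the agreement of the 273 was all but fixed in advance. The same holds for the part of the 193 that came from such retests. Counts below are higher and lower peaks in the order of the report's 5 comparisons. TMM factors over the listed peaks gave 793, 1690, 140, 19 and 285 higher, and DESeq2 size factors 518, 1252, 16, 13 and 62, with the lower counts at 552, 1949, 208, 49 and 383 in both. Lower peaks then outnumbered higher ones in the last 4 comparisons with TMM and in all 5 with DESeq2 size factors. Both assume that most listed peaks did not change, which the construction of the lists denies, so they centre the lists and turn the sign of 10, 11, 0, 1 and 0 named peaks by construction. With library totals, edgeR and DESeq2 stayed within 1.5 times of each count, which the choice of called peaks also all but fixed. Multiplying the second group by 0.8 gave 107, 134 and 323 higher in the last 3 comparisons. A log2 fold change over 1.5 left 2577 higher and 277 lower in the first, 1296 lower in the second, 67 and 73 in the third, 109 and 12 in the fourth, and 258 and 166 in the fifth, since it removes peaks by construction. An adjusted p under 0.01 left 289 lower in the first and 134 higher and 29 lower in the fourth, and a mean of at least 50 tags 334 and 1274 lower in the first and the second. Without 1 replicate at a time, limma gave 3538 to 4281 higher and 387 to 549 lower in the first comparison, 4828 to 5525 and 1615 to 1934 in the second, 207 to 226 and 171 to 201 in the third, 170 to 213 and 34 to 46 in the fourth, and 465 to 481 and 327 to 364 in the fifth, where the lone library is assumed to vary like the other group. A replicate block in limma gave 4306, 5537, 240, 217 and 517 higher and 542, 1931, 205, 49 and 381 lower. Deviations of replicates with the same number correlated at -0.05, -0.03, 0.136, -0.08 and -0.05 across peaks, the 0.136 being between the 2 WT gates, and no pairing was used. Calls of lists by direction numbered 3 as reported, 0 with peaks within 10 kb of a start, 0 at an adjusted p under 0.01 and 10 with each peak counted by itself, where peaks of 1 gene are not independent. Calls of over- or under-representation numbered 11 as reported (8 over, 3 under), 4 with peaks within 10 kb, 9 at an adjusted p under 0.01 and 11 with each peak counted by itself, which are in part other lists. Of the reported ones, homeostatic genes lower between the gates and class II and track genes lower in KO than in CD11c-high WT cells passed in all 3 settings. The class II and track lists share H2-Aa, H2-Ab1 and H2-Eb1. The promoter odds ratio in the second comparison was 1.35 (adjusted p 0.175) at an adjusted p under 0.01. Shared gains of the 2 gates numbered 2272 when genes replaced peaks. At an adjusted p under 0.01 in both lists, shared losses of the gates numbered 279, peaks shared by the KO comparisons 75 higher and 15 lower, and peaks lower both in CD11c-high cells and in KO at the same gate 5. Except where a construction is named, the cause was not tested. Not run were WT against KO basal H3K27ac, which was not analysed here, and TMM or median scaling over all peaks, because only called peaks are listed. Depth limits the WT basal group most, with a median of 29 and 36 reads per listed peak, and 2 replicates limit every comparison.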

Other observations

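Motif tests in this part were planned before their results were seen. AP-1 sites (TGASTCA) could be a feature of regions gained on cuprizone, since they were more frequent in higher than in lower peaks of both diet comparisons (odds ratios 1.97 and 1.80, adjusted p 3.9e-06 and 5.0e-15), and the same held between the WT gates (4.21, adjusted p 1.3e-05). At the same gate 32.4% of peaks higher in KO and 12.2% of lower ones had a site (odds ratio 3.47, adjusted p 0.061). MEF2 sites (CTAWWWWTAG) were not shown to be more frequent in lost peaks, with an odds ratio of 1.38 and an interval of 0.757 to 2.50 in CD11c-low cells, and MITF/TFE sites (TCACGTG) were not shown to be more frequent in gained ones (0.957, interval 0.671 to 1.37). Interferon response elements (GAAANNGAAA) were more frequent in peaks gained by CD11c-high cells (1.32, adjusted p 0.0047) but were not shown to be depleted in KO CD11c-low against WT CD11c-high cells (0.880, interval 0.595 to 1.30). RUNX sites were more frequent in gains of CD11c-high cells (1.42, adjusted p 0.0051). In CD11c-low cells the odds ratios were 1.60 for RUNX sites (interval 1.12 to 2.27) and 1.43 for interferon response elements (interval 1.09 to 1.88). Neither passed there (adjusted p 0.061 for each), but neither site was shown to be particular to CD11c-high cells.

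In RNA of basal microglia the authors' deposited table gave a median log2 change in KO of -0.23 for class II and -0.24 for homeostatic genes, at the 0.01 and 0 percentiles of 10000 random lists, and of 0.70 for astrocyte genes, above all of them. Early response and dissociation genes had a median of -0.22, also below all random lists, and disease-associated genes one of -0.13 (percentile 0.09).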
